A study of Mus musculus with 79 samples. Its data were reported in "A dataset profiling the multiomic landscape of the prefrontal cortex in amyotrophic lateral sclerosis" (2024).

How the data were processed

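Messenger RNA of the prefrontal cortex had been sequenced from 79 mice of 4 transgenic models of amyotrophic lateral sclerosis (ALS), named after the gene concerned: C9orf72, SOD1, TDP43 and FUS. The C9orf72 mice carry a poly-GA repeat construct at the Gt(ROSA)26Sor locus, switched on by a Nes-Cre driver. The SOD1 mice carry a mutant human SOD1 transgene, the TDP43 mice a mutant human TARDBP construct placed at Gt(ROSA)26Sor, and the FUS mice human FUS driven by elements of the Prnp promoter. Each model had its own control animals, and both sexes were sampled. The methods describe separate mice, and each sample title carries its own number, so the animal was the replicate. Groups were taken from the genotype and sex in the sample titles, and 0 columns were left without a sample.

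According to their methods, the authors trimmed single-end reads, quantified them with Salmon against GENCODE GRCm39 transcripts in a standard Nextflow pipeline, removed genes with few counts, and applied the variance-stabilising transformation of DESeq2. The submitters' processing notes name Salmon, DESeq2 and GRCm39 without versions. 2 library kits were in use, and which sample received which kit was not stated, so no kit term could be fitted. The deposited values are variance-stabilised expression in log2 units, with each model transformed by the authors on its own. The reference holds mouse genes only, so reads of a human transgene were counted only where they matched mouse sequence. On this scale a change of a weakly expressed gene is drawn towards 0, so differences on it understate the folds of low genes. Values from different models were not compared with each other, only their differences between genotypes.

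The transformation was inverted for each table from its lowest value. The results were whole multiples of a per-sample step at a tolerance of 0.02 for 100% of values in every column, which gave the read count of each gene and a normalised count. Folds in the text are ratios of mean normalised counts, given as transgenic over control, with the SD over animals. Genes were matched by identifier to the GENCODE mouse annotation on GRCm39, with 82 identifiers unmatched in C9orf72, 77 in SOD1, 77 in TDP43 and 82 in FUS. Unmatched genes stayed in the tests.

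Reads in the listed genes, in units of 1e6, ranged from 17.1 to 27.6 per sample in C9orf72 (median 22.8), 17.2 to 26.0 in SOD1 (21.1), 19.2 to 33.4 in TDP43 (22.9) and 25.3 to 29.6 in FUS (27.0). The 10 most abundant genes took 8.39% to 12.1% of reads in C9orf72, 5.45% to 6.85% in SOD1, 4.71% to 6.08% in TDP43 and 6.99% to 9.73% in FUS. Replicates were checked for duplicated libraries: the lowest chi-square per gene between 2 replicates was 4.08, far above sampling noise, so all 79 were kept as separate samples. The precision of the tests was tested on simulated data with the same depths and group sizes and 200 changed genes. The changed genes were drawn from well-counted genes only, and all genes varied independently, without structure shared among samples. The shares below may therefore be too favourable for the real data. In the sex-adjusted design, genes changed 1.25-fold were recovered in 85.3% of cases in C9orf72, 88.2% in SOD1, 73.5% in TDP43 and 82.4% in FUS, and 2-fold changes in 97.0%, 97.0%, 98.5% and 95.5%. Between 3.21% and 5.26% of those calls were false. In females alone, 1.25-fold changes were recovered in 41.2%, 55.9%, 61.8% and 52.9%.

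Transgenic and control animals were compared per gene within each model with linear models and moderated t-tests in limma 3.58.1 (R 4.3.3), with a variance prior that follows the mean. Sex was a covariate in the sex-adjusted test. Females and males were also tested alone, and the difference between the sexes was tested as an interaction. A gene was called at a Benjamini-Hochberg adjusted p below 0.05, with no fold threshold. All listed genes were tested: 17465 in C9orf72, 16583 in SOD1, 16801 in TDP43 and 17230 in FUS. Counts of called genes were also taken with limma voom on the recomputed counts. 43 gene lists covered cell types, brain regions, pathways, ALS genes, the construct and model genes and the sex-linked genes used to check labels. They were tested in each model with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry, a rotation test of whether a list moves on balance in 1 direction. Members of a list were counted as higher or lower when called over all genes, and counts from a correction inside the list are given as adjusted over the list alone. The genes named in the text follow a rule: the model genes, the called genes with the largest differences and lowest p (unnamed gene models excluded), and called members of the lists. Where a gene is named outside this rule, the text says so.

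Principal components were computed on the 500 most variable genes of each model. Scores were compared between genotypes and between sexes by permutation over all animals of a model, with 100000 resamples. Single values were compared by exact permutation within sex. Calls per chromosome were compared by Fisher's exact test. Cross-model overlaps were tested on shared genes with Fisher's exact test, and correlations of differences were compared with 100 relabellings of the genotypes within sex. Sequences of genes that were near 0 in controls (a mean normalised count below 5) and called higher were aligned to the transcripts of the mouse model genes with BLAST 2.17.0. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15, with pandas 2.3.3 and SciPy 1.17.1. The gene lists, the main tests and most alternatives were fixed before the data were examined. The voom counts, the striatal covariate, the count without chromosome 6 and the block of number series in the SOD1 interaction were added later. So were the splits of the animals, the tests of genes 5 to 40 Mb from Gt(ROSA)26Sor, the tests of the striatal mean and the search for construct sequence around Prnp. The region 5 to 40 Mb away was also tested on the 141 genes of lowest p in each model. The minimum length of an alignment was raised from 200 to 300 bases after the first result had been seen, and both results are given. Raw reads were not analysed, so mapping, trimming and kit effects were not examined.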

Results

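The tables cover the prefrontal cortex transcriptome of 79 mice from 4 ALS models. The C9orf72 model had 10 control and 10 transgenic animals, SOD1 had 11 and 9, TDP43 had 10 and 10, and FUS had 9 and 10. By whichever was higher, Xist or the mean of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, all 79 samples matched the sex on the label, but 2 libraries carried signals of both sexes. TDP43 transgenic female 4 had counts of 277, 126, 146 and 187 for the 4 Y-linked genes, where the other TDP43 females had at most 1.09 and the males 290 to 1232, and its Xist count was 10400 against 17260 to 20350 in the other females. SOD1 control male 5 had an Xist count of 377, where the other SOD1 males had at most 3.07. Both libraries stayed in the tests. Without the first, 129 genes were called in TDP43 in place of 141, 111 of them shared, and female calls fell from 14 to 7. Without the second the same 11 genes were called in SOD1, and the interaction test called 0 in place of 3. Below, counts are normalised read counts per animal given as mean and SD, and differences are transgenic minus control on the log2-like scale of the tables, which understates the folds of weakly expressed genes.

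In the C9orf72 model the transgenic cortex stood apart from the control cortex over the most variable genes, with no overlap on the first component. Its scores averaged -8.69 (SD 1.05, n = 10) in controls and 8.69 (SD 3.23, n = 10) in transgenic animals, and the component held 44.3% of the variance (permutation p = 1e-05, the smallest these resamples can give, adjusted p = 5.3e-05). Females and males of this model separated on the second component (15.8%, adjusted permutation p = 6.4e-05). In SOD1, TDP43 and FUS the first component, with 29.5%, 28.6% and 27.2% of the variance, separated the sexes (adjusted permutation p = 5.3e-05, 5.3e-05 and 6.4e-05), and neither component passed the test for genotype. The nearest was component 2 in FUS (adjusted permutation p = 0.08). In SOD1 the animal numbers separate the sexes completely, so sex and cohort cannot be told apart there. With all genes in place of the 500 most variable, sex in FUS no longer passed on component 1 (adjusted permutation p = 0.25) and passed on component 2 (0.0088).

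**Figure D1:**
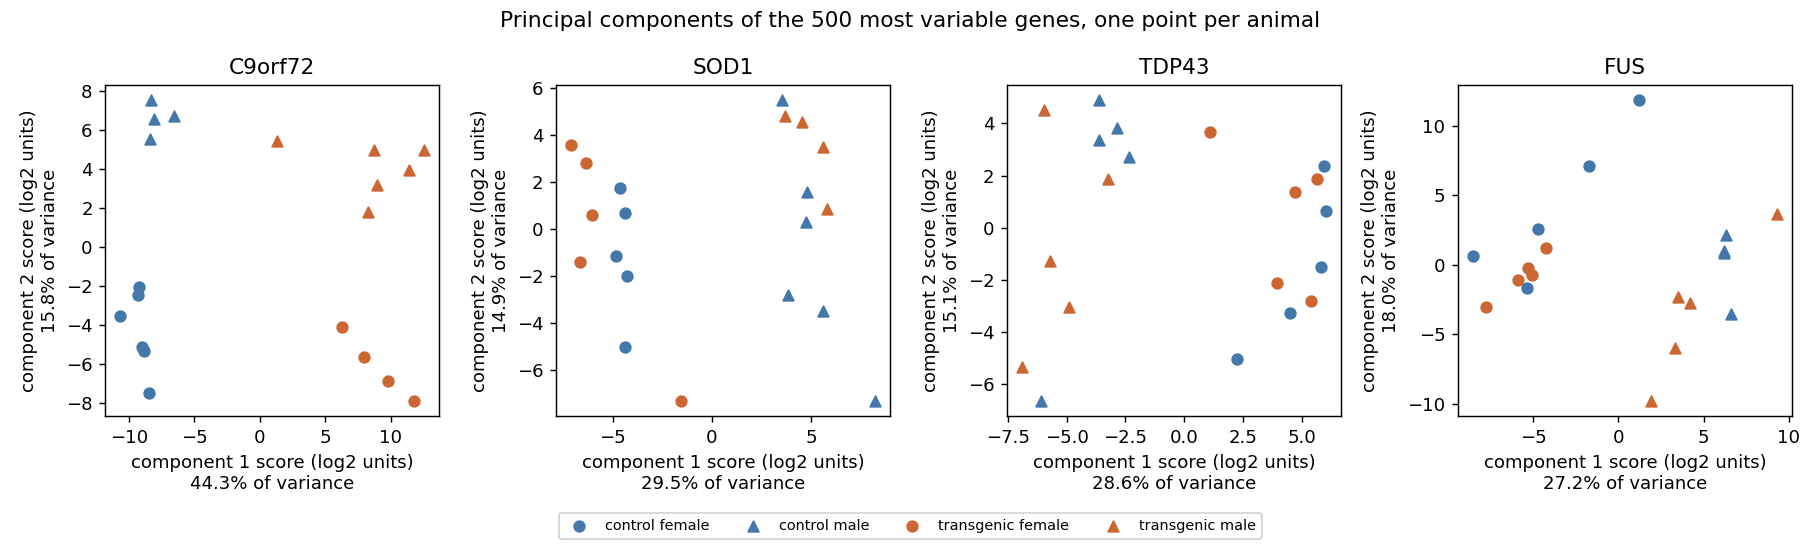
Scores of each animal on the first and second principal component of the 500 most variable genes, in log2 units, with 1 panel per model, colour for genotype and shape for sex. In C9orf72 the genotypes separate along component 1, and in SOD1, TDP43 and FUS the sexes do.

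The gene each model is named after was read out in its own comparison. These counts are of mouse transcripts, so they can hold human transgene reads that match mouse sequence and miss those that do not. A lower Fus count is thus no measure of total FUS. From reads aligned to the human gene, the paper reported expression of the transgene in the SOD1, TDP43 and FUS models. Sod1, the cytosolic superoxide dismutase, rose 5.46-fold in the SOD1 model, from 2962 (SD 147, n = 11) to 16180 (SD 1530, n = 9). Tardbp, which encodes the RNA-binding protein TDP-43, rose 1.17-fold in the TDP43 model, from 4641 (SD 362, n = 10) to 5439 (SD 80.1, n = 10). Fus, another RNA-binding protein gene, fell to 0.717 of control in the FUS model, from 6049 (SD 373, n = 9) to 4335 (SD 547, n = 10), while Prnp, which lends promoter elements to the construct, rose 1.21-fold from 16680 (SD 895) to 20150 (SD 1240). C9orf72 itself fell to 0.858 of control in the C9orf72 model, from 468 (SD 26.4, n = 10) to 402 (SD 25.4, n = 10). Every transgenic animal lay on the stated side of its control mean, and the adjusted p was 1.9e-22, 0.000888, 0.000409, 0.00423 and 0.000314 in turn. Gt(ROSA)26Sor, the noncoding locus on chromosome 6 (113043843 to 113055336) that holds the C9orf72 and TDP43 constructs, rose 3.64-fold in C9orf72 (87.6, SD 8.64, to 319, SD 68.8, adjusted p = 8.69e-11) and 1.27-fold in TDP43 (187, SD 19.1, to 237, SD 23.3, adjusted p = 0.0118). Setd5, a neighbouring gene of this locus, fell to 0.881 of control in TDP43 (adjusted p = 9.83e-05) and to 0.924 in C9orf72 (adjusted p = 0.0163), the latter not passing after quantile normalisation.

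**Figure D2:**
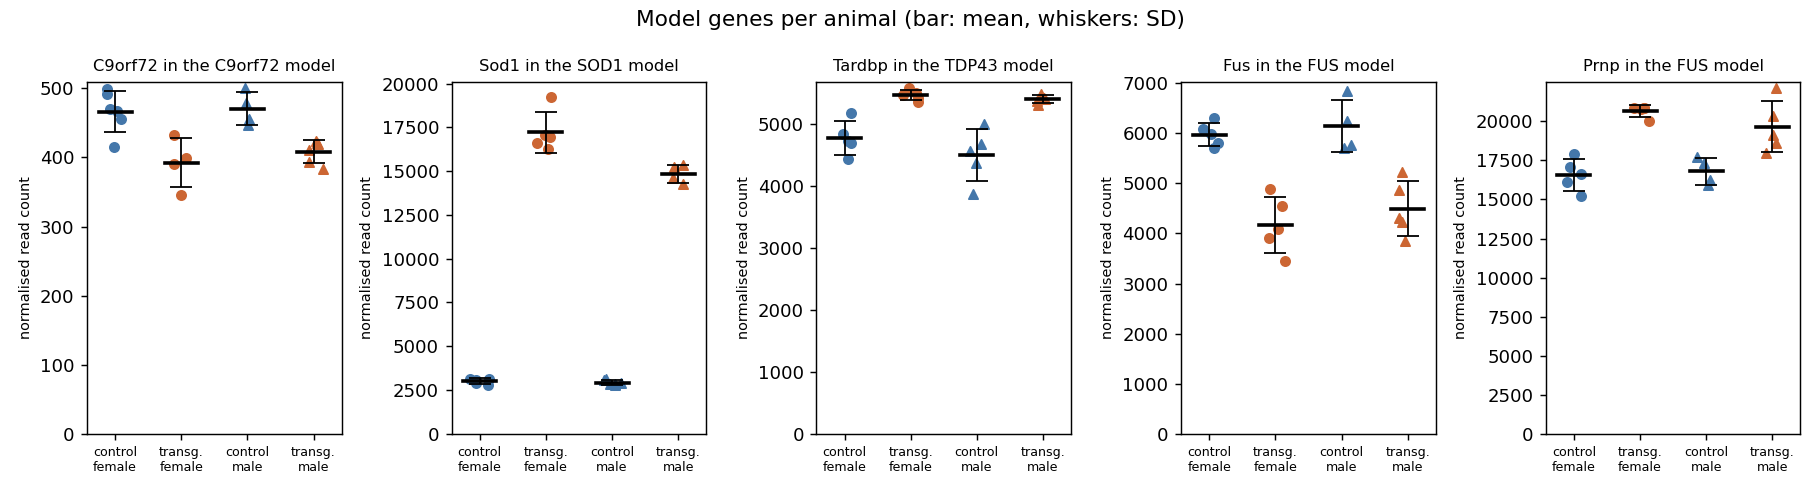
Normalised read count of each model gene per animal in its own model, split by genotype and sex, with the group mean as a bar and the SD as whiskers. Sod1 and Tardbp are higher, C9orf72 and Fus lower and Prnp higher in transgenic animals of both sexes.

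Genes of innate immunity and reactive glia were among the largest rises of the C9orf72 model. C3, the central component of complement, went from 7.14 (SD 4.57, n = 10) to 1196 (SD 527, n = 10), a 167-fold rise, and C4b, another complement component, rose 10.6-fold to 3892 (SD 1140). Gfap, the intermediate filament of astrocytes, rose 7.9-fold from 2960 (SD 219) to 23370 (SD 5620), and Vim, a second intermediate filament gene, rose 4.65-fold. Serpina3n, a protease inhibitor of reactive astrocytes, rose 8.45-fold, Lcn2, an iron-siderophore carrier, went from 3.30 (SD 1.86) to 600 (SD 379), and the chemokine Cxcl10 from 2.79 (SD 2.46) to 543 (SD 257). The lowest p-values were those of Gstm1, a glutathione transferase, which rose 3.21-fold (adjusted p = 2.48e-18), and Rida, an enzyme that clears reactive imines, which rose 4.63-fold from 454 (SD 35.7) to 2101 (SD 210) (adjusted p = 4.62e-18). Osgin1 rose 19.3-fold, from 8.78 (SD 3.36) to 169, and Ugt1a6a, a glucuronosyltransferase, 10.3-fold. Each of these genes was above the control mean in all 10 transgenic animals.

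The largest falls in the C9orf72 model included genes of neurons and oligodendrocytes. Scn4b, a sodium channel subunit abundant in striatal neurons, fell to 0.332 of control, from 7474 (SD 2450, n = 10) to 2483 (SD 678, n = 10), and Pde10a, a phosphodiesterase of the same neurons, to 0.427. Ano3, a scramblase of the anoctamin family, fell to 0.453, Ryr1, a calcium release channel, to 0.413, and Apln, the peptide apelin, to 0.388 of control. Ugt8a, which makes the myelin lipid galactosylceramide, fell to 0.473, from 2464 (SD 270) to 1166 (SD 294), and Myoc to 0.319. Lynx1, a modulator of nicotinic receptors, had the lowest p among the falls, at 0.51 of control (11890, SD 965, to 6062, SD 453, adjusted p = 1.12e-12), followed by the noncoding RNA Oip5os1 at 0.505, Jcad at 0.561 and Trp53inp2 at 0.654. Each was below the control mean in all 10 transgenic animals.

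Glial and immune lists rose broadly in the C9orf72 model. Of 25 measured genes of homeostatic microglia, 24 rose, 0 fell and 1 did not pass, with Tyrobp at 2.28-fold and its partner Trem2, a lipid receptor, at 2.16-fold. Of 28 genes of disease-associated microglia 25 rose and 3 did not pass, among them the chemokine Ccl6 (4.69-fold) and the growth factor Csf1 (2.44-fold). All 25 complement and MHC class I genes rose. Of 40 interferon-stimulated genes 38 rose and 2 did not pass, with Ifit3b at 4.09-fold and Ifitm3 at 2.76-fold, and of 26 reactive astrocyte genes 24 rose, 1 (Fbln5, at 0.823 of control) fell and 1 did not pass. Astrocyte markers as a whole were mixed, with 10 higher (Sox9, 1.55-fold), 8 lower (Slc1a2, the main glutamate transporter, at 0.744) and 7 not passing (adjusted p = 0.471). At the preset correlation the 5 rising lists passed with adjusted p = 4.19e-16, 1.26e-17, 2.05e-16, 6.74e-16 and 5.15e-15. With an estimated correlation none of these list calls held (adjusted p = 0.145, 0.129, 0.145, 0.198 and 0.145), while fry called all 5.

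Targets of NRF2, the regulator of antioxidant defence, were the list with the lowest p in the C9orf72 model. Of 32 measured genes 28 rose, 1 fell and 3 did not pass, with Gstm1 and Osgin1 as above, Slc7a11, the cystine importer, at 2.52-fold, and the extracellular superoxide dismutase gene Sod3, the member that fell, at 0.792. This list passed at the preset correlation (adjusted p = 5.51e-21), with an estimated correlation (adjusted p = 0.00843) and by fry (5.54e-14), and its counts after quantile normalisation were 28 and 1. Of 45 autophagy and lysosome genes 22 rose and 3 fell, with the receptor Sqstm1 at 1.98-fold (8679, SD 360, to 17200, SD 1240) and the protease Ctsd at 1.65-fold (adjusted p = 2.48e-05, and adjusted p = 0.145 with an estimated correlation). Of 79 cytosolic ribosomal protein genes 57 rose by small amounts, such as Rpl30 at 1.24-fold, 1 (Rpsa, at 0.84) fell and 21 did not pass (adjusted p = 3.46e-11, and 0.383 with an estimated correlation), and after quantile normalisation 70 rose and 0 fell. Among ependymal and cilia markers 18 of 21 rose, with the ciliary regulator Foxj1 at 2.17-fold (adjusted p = 3.69e-07, and 0.188 with an estimated correlation). Extracellular matrix genes (27 higher and 7 lower of 51) and fibroblast markers (15 and 2 of 26) passed with adjusted p = 0.00036 and 0.000139, and with an estimated correlation had adjusted p = 0.347 and 0.374.

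Genes of neurons, synapses and myelin fell in the C9orf72 model. Of 26 oligodendrocyte and myelin genes 23 fell, 0 rose and 3 did not pass, with Plp1, the main protein of central myelin, at 0.536 of control (67140, SD 7040, to 35990, SD 4330, n = 10 and 10) and Enpp6 at 0.494, and 7 of 18 oligodendrocyte precursor markers fell, with Gpr17 at 0.555. Of 47 postsynaptic and receptor genes 41 fell, 2 rose (Homer3 and Gria1) and 4 did not pass, and of 40 presynaptic genes 27 fell, 1 rose and 12 did not pass, with Rph3a, a synaptic vesicle protein gene, at 0.581 and Unc13a, which primes vesicles, at 0.66. Neurofilament and axonal transport genes fell in 25 of 41 and rose in 2, with Nefm at 0.51, Nefl at 0.674 and the motor gene Kif5a at 0.606. Excitatory markers fell in 16 of 26 (Camk2a, 0.699) and rose in 1 (Nptx1), and inhibitory markers fell in 15 of 26 (Npy, 0.504) and rose in 2 (Vip and Nos1). Cholesterol biosynthesis genes fell in 20 of 25, with Hmgcs1 at 0.635 and Cyp51 at 0.636, and 0 rose. MAPK cascade components fell in 29 of 59, such as Rasgrp1 at 0.698, and rose in 5. At the preset correlation the adjusted p was 5.44e-13, 0.00382, 4.34e-14, 3.9e-10, 7.94e-08, 0.000676, 0.000979, 2.84e-08 and 0.00221 in the order given. With an estimated correlation none held (adjusted p = 0.188, 0.232, 0.129, 0.188, 0.188, 0.195, 0.188, 0.188 and 0.14). After quantile normalisation 8 neurofilament and transport genes were higher and 14 lower, and 7 MAPK components were higher and 16 lower.

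Striatal marker genes also fell in the C9orf72 model, with 20 of 29 lower, 0 higher and 9 not passing. Their mean, tested after the results had been seen, differed by -0.53 (n = 10 and 10, exact permutation p = 0.015, adjusted over the 4 models 0.06), and its range within a single group reached 1.67. The list call (adjusted p = 9.55e-05) did not hold with an estimated correlation (adjusted p = 0.61). Scn4b is itself a striatal marker and Pde10a a gene of the same neurons, so their falls above are no separate support for this shift. The excitatory and inhibitory markers also leaned lower, with a mean over 51 neuronal genes that differed by -0.22 (exact permutation p = 2.3e-05). With the striatal mean as a covariate 7033 genes were called, 6283 of them shared with the test without it.

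**Figure D3:**
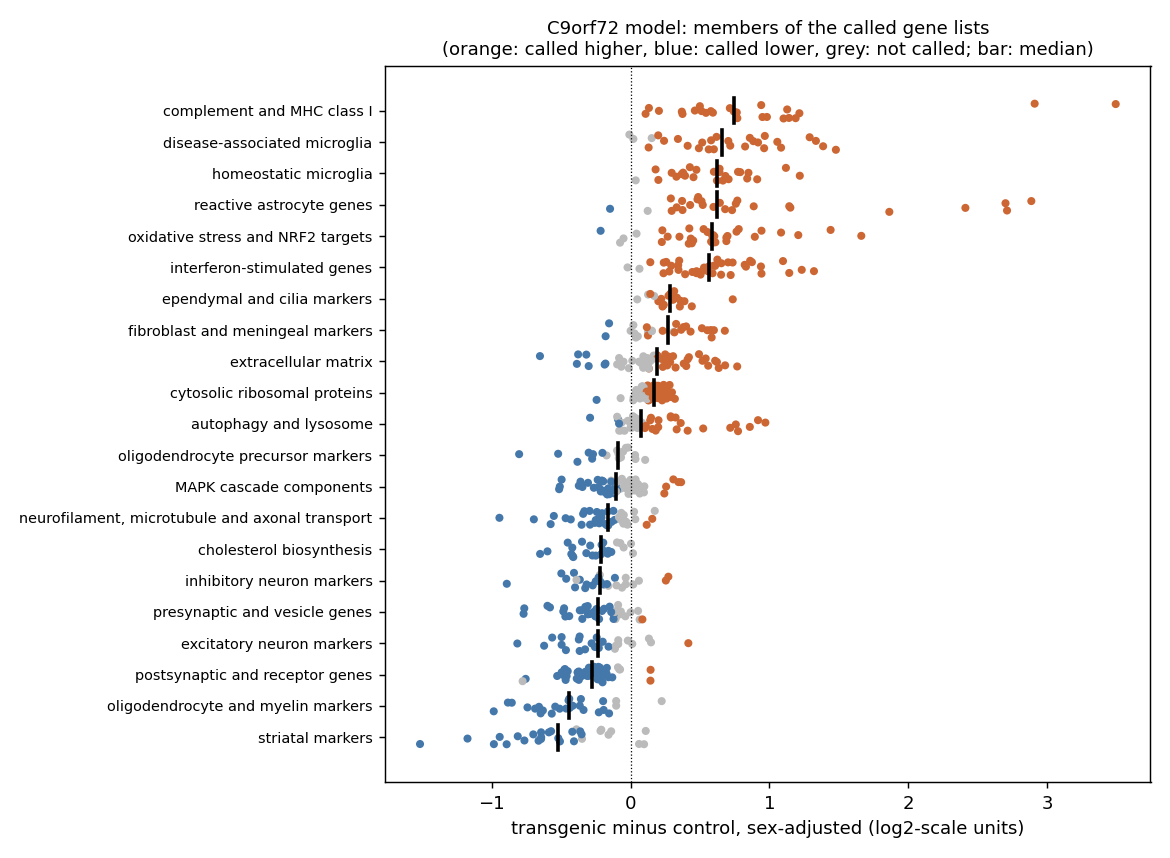
Difference between transgenic and control animals of the C9orf72 model, adjusted for sex, in log2-scale units, for each gene of the 21 called lists, with points coloured by call and bars at the list median. Microglial, complement, interferon, astrocyte and NRF2 lists lie to the right of 0, and striatal, myelin and synaptic lists to the left.

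Over all genes of the C9orf72 model, 3975 rose and 4017 fell, 45.8% of those tested, with a median size of 0.20 among the called genes and 57 differences above 1. ALS-associated genes were in both directions, with 6 higher, such as Grn, a lysosomal growth factor precursor, at 1.77-fold, 15 lower and 13 not passing (adjusted p = 0.162), and after quantile normalisation 8 were higher and 8 lower. Splicing factors (9 higher and 19 lower of 62, adjusted p = 0.385) and oxidative phosphorylation genes (6 and 15 of 75, adjusted p = 0.667) did not pass as lists, and after quantile normalisation their counts turned to 30 and 12, and to 23 and 4. Of the 43 lists 21 passed by camera, 29 by fry and 1 with an estimated correlation.

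Females and males of the C9orf72 model moved together. C3 rose 247-fold in females (6.14, SD 3.98, n = 6, to 1516, SD 335, n = 4) and 114-fold in males (8.64, SD 5.58, n = 4, to 982, SD 545, n = 6), and Gfap rose 9.09-fold and 6.97-fold. Scn4b fell to 0.386 in females and 0.279 in males. In females 2698 genes rose and 2649 fell, in males 2058 rose and 2180 fell, and the 3207 genes called in both had the same sign in all cases. Across genes the differences of the sexes correlated with r = 0.839, above each of 100 relabellings, whose highest was 0.807 (genes are not independent replicates). The interaction test in limma called 0 genes, with 771 at an unadjusted p below 0.05, and voom called 0. It called 1 gene without control male 3 and 1 without transgenic female 3. Male calls were 2797 without control male 1 and 2743 without control male 2, and with the number series of the animals as a block 1407 genes were called in females and 1383 in males.

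In the SOD1 model few genes other than Sod1 were called. In the sex-adjusted limma test 1678 genes (10.1%) had an unadjusted p below 0.05, so the low count does not show that other genes stayed unchanged. Xpo1, the main nuclear export receptor, rose 1.31-fold from 1478 (SD 118, n = 11) to 1939 (SD 185, n = 9), Elapor1 1.16-fold (880, SD 30.3, to 1020, SD 50.3), and the clock kinase gene Csnk1e 1.09-fold. Ccn1, a matricellular gene of the immediate early list, fell from 185 (SD 44.6) to 97.5 (SD 37.3), Pappa2, a protease of insulin-like growth factor binding proteins, to 0.612 of control, Adss1, a purine synthesis enzyme, to 0.781, the adhesion gene Flrt2 to 0.796 and Ccdc91, a trafficking gene, to 0.884. Gm8566, a processed pseudogene on chromosome 6 (67182603 to 67183067) chosen after its values were seen, went from 4 reads over 11 controls to a mean of 50.1 (SD 13.5) in 9 transgenic animals. Gm40518, named on the same ground, fell to 0.685. Sod1, Xpo1, Elapor1, Csnk1e, Ccn1, Pappa2, Adss1 and Ccdc91 were on the stated side of the control mean in all 9 transgenic animals, and Flrt2 in 8 of 9. The sex-adjusted test called 11 genes, 5 higher and 6 lower, with adjusted p from 1.9e-22 for Sod1 to 0.0262 for Flrt2. Csnk1e did not pass after quantile normalisation, nor Flrt2 with sample weights. With the number series of the animals as a block 11 genes were again called, 9 higher and 2 lower, but only 7 of them the same. Ccn1 (-0.43, SE 0.07, to -0.45, SE 0.09, adjusted p = 0.0785), Flrt2 (-0.26, SE 0.05, to -0.28, SE 0.06, adjusted p = 0.0785), Pappa2 (-0.27, SE 0.05, to -0.30, SE 0.06, adjusted p = 0.0529) and Gm40518 (-0.22, SE 0.03, to -0.20, SE 0.04, adjusted p = 0.0785) no longer passed, with a wider SE in each case. Without control female 2 the count was 19, without control male 1 it was 17, and without transgenic male 4 it was 7.

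Gene lists in the SOD1 model moved with few or no members called. Blood and erythrocyte markers had the widest median shift of the 16 called lists, -0.33 (-1.10 by voom), with 0 of 7 passing and Hba-a1 at -0.60 (SE 0.23, adjusted p = 0.363) (adjusted p of the list = 0.0103, and adjusted p = 0.651 with an estimated correlation). Cholesterol biosynthesis genes had lower values as a set: 0 of 25 passed over all genes and 14 were lower when adjusted over the list alone, with Insig1, a brake on sterol synthesis, at -0.29 (SE 0.06), Ldlr, the lipoprotein receptor, at -0.31 (SE 0.07) and Hmgcs1 at -0.19 (SE 0.05), all 3 not passing over all genes. The list passed by camera (adjusted p = 3.52e-15) and fry (0.0329) and not with an estimated correlation (adjusted p = 0.201). Of 30 immediate early genes 1 fell (Ccn1) and 9 were lower when adjusted over the list alone, with Junb at -0.45 (SE 0.14) and Fos at -0.51 (SE 0.17) not passing over all genes (adjusted p = 0.000214, and adjusted p = 0.651 with an estimated correlation). Of 26 myelin genes 0 passed, and 6 were lower when adjusted over the list alone, such as Opalin at -0.21 (SE 0.06) (adjusted p = 1.67e-08, and adjusted p = 0.651 with an estimated correlation). Striatal markers averaged 0.21 higher with 0 of 28 passing (adjusted p = 0.000692, and adjusted p = 0.7 with an estimated correlation). Microglial, complement, interferon and reactive astrocyte lists had 0 members passing, with adjusted p from 0.172 to 0.916. Altogether 16 lists passed by camera, 2 by fry and 0 with an estimated correlation (lowest adjusted p = 0.201). Among the 16 is the list of construct and model genes, with 1 called member, Sod1, and a median of 0.016. Its call may therefore rest on Sod1 alone.

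The interaction test of the SOD1 model in limma called 3 genes, with 1989 at an unadjusted p below 0.05. Ccl28, a mucosal chemokine, went from 79.4 (SD 12.0, n = 5) to 39.4 (SD 12.7, n = 5) in females and from 52.4 (SD 7.6, n = 6) to 82.0 (SD 16.9, n = 4) in males. Pdcd4, an inhibitor of translation, went from 1044 (SD 23.4) to 1265 (SD 41.4) in females and from 1178 (SD 63.0) to 1071 (SD 78.7) in males, and Cggbp1 from 1076 (SD 50.4) to 1214 (SD 32.2) and from 1140 (SD 32.0) to 1008 (SD 50.0). The interaction was 0.52, -0.34 and -0.29 with adjusted p = 0.0323 for each. The number series separates females from males completely in this model, so a difference of the sexes cannot be told apart from one of cohort. In males the number series nearly follows genotype, with 5 of 6 controls in a series of their own and control male 6 in that of the 4 transgenic animals, so without control male 6 series and genotype coincide in males. With the series as a block limma called 0 interaction genes (1139 at an unadjusted p below 0.05, 0 by voom), and the 3 differences were 0.60 (SE 0.08 before and 0.12 with the block), -0.36 (SE 0.06 and 0.08) and -0.25 (SE 0.05 and 0.07), with adjusted p = 0.546, 0.657 and 0.657. Sod1 rose 5.73-fold in females and 5.08-fold in males (interaction adjusted p = 0.301). The Y-linked gene Uty was 295 (SD 71.4, n = 6) in control males and 466 (SD 33.8, n = 4) in transgenic males (exact permutation within sex, adjusted p = 0.022). Ddx3y, Kdm5d and Eif2s3y did not pass that test. With series and genotype nearly the same in males, genotype and cohort cannot be told apart for Uty. Females had 6 calls, among them the pseudogene Rpl27-ps3 (8.84, SD 19.8, to 165, SD 74.5, interaction adjusted p = 0.173), and males had 2, Sod1 and Gm8566. Across genes the sexes correlated with r = 0.042, and 75 of 100 relabellings gave a correlation as large. These counts rest on single libraries: the interaction count was 20 without control male 6, 6 without control male 2, 5 without control male 1 or transgenic female 2, 1 without control female 3 or transgenic female 5, and 0 without any of control females 1, 2, 4 and 5, control males 3, 4 and 5, transgenic females 1, 3 and 4 and transgenic males 1 and 3. Female calls were 3 without control female 3 or transgenic female 3, 2 after the filter on low values and 3 by voom, and male calls were 22 without control male 6, 22 in a joint fit of the 4 groups and 1 after the filter.

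In the TDP43 model 77 genes rose and 64 fell, and clock genes were among the risers. The animal numbers separate the genotypes completely in this model. An effect of genotype and a difference of cohort therefore cannot be told apart for any of its genes or lists. Per1 rose 1.41-fold (2658, SD 916, n = 10, to 3740, SD 552, n = 10), Per2 1.44-fold (to 1216, SD 125) and Cry2 1.12-fold, all repressors of the circadian clock, and Klf10, a transcription factor with clock-driven expression, 1.35-fold. Serpina3n, the reactive astrocyte gene, rose 4.24-fold from 344 (SD 44.8), above the control mean in 8 of 10 transgenic animals. Ndn, an imprinted gene of neurons, fell to 0.582 of control (3522, SD 977, to 2049, SD 240), Kcnip2, a potassium channel partner, to 0.685 (3831, SD 396, to 2626, SD 318), Ldb3, a sarcomere gene, to 0.505, and Tmem254 to 0.599. Insr, the insulin receptor, fell to 0.818 (1294, SD 70.9, to 1059, SD 34.4, adjusted p = 3.39e-06) and Lyrm7, a mitochondrial assembly factor, to 0.719 (adjusted p = 3.05e-06). Apart from Serpina3n, and Tmem254 in 9 of 10, these genes were on the stated side in all 10 transgenic animals. The adjusted p of Per1 was 0.0379, of Per2 0.0156 and of Klf10 0.0438, and Klf10 did not pass by voom or without transgenic female 4 (adjusted p = 0.0756). The count of 141 was 338 without control male 5, 88 without control male 1 and 286 with sample weights.

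As a list, circadian clock genes had 5 of 21 higher (Per1, Per2, Cry1, Cry2 and Bhlhe41) and 0 lower, and 9 were higher when adjusted over the list alone. The list passed by camera (adjusted p = 3.69e-06) and fry (0.0355), with adjusted p = 0.438 with an estimated correlation. Glucocorticoid-responsive genes, which share Per1 with it, had 1 of 23 higher and 5 when adjusted over the list alone, with the kinase gene Sgk1 at 0.40 (SE 0.10, not passing over all genes) (adjusted p = 3.25e-06, and adjusted p = 0.438 with an estimated correlation). Interferon-stimulated genes had a mean of -0.07 with 0 of 38 passing, such as Ifit3 at -0.29 (SE 0.09) (adjusted p = 9.52e-07, and adjusted p = 0.971 with an estimated correlation). MAPK feedback inhibitors had 0 of 19 passing (adjusted p = 0.00602, and adjusted p = 0.971 with an estimated correlation). Of 24 reactive astrocyte genes 2 rose, Serpina3n and Emp1, and the list did not pass (adjusted p = 0.715) although its mean was 0.05, and its median was just below 0. In all, 4 lists passed by camera, 1 by fry and 0 with an estimated correlation. The camera count was 9 without transgenic male 4, 8 without control male 2, control male 5 or control female 5, and 7 without control female 4.

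Many changed genes of the TDP43 model lie on chromosome 6, which carries the targeted locus. Of 141 called genes 37 are on this chromosome, 18 higher and 19 lower, between 83.4 and 147.5 Mb, an odds ratio of 7.14 (95% interval 4.73 to 10.6, Fisher's exact test, adjusted p = 4.15e-16). They include the genes with several of the lowest p-values: Washc2, an endosomal sorting gene (1.18-fold, adjusted p = 2.23e-06), Fam234b (0.777 of control, 7036, SD 340, to 5468, SD 344, adjusted p = 3.05e-06), Klhl42 (0.676, adjusted p = 5.74e-06), Nrip2 (0.64), Tmcc1 (1.19-fold), the protease inhibitor gene A2ml1 (1.62-fold, 119, SD 15.6, to 193, SD 25.2) and Foxm1, a cell-cycle factor (1.64-fold). Bhlhe41 (1.2-fold) of the clock list and Emp1 (1.8-fold) of the astrocyte list are also on chromosome 6. Within 20 Mb of Gt(ROSA)26Sor 17 genes were called (odds ratio 9.41, exact p = 5.06e-11), and between 5 and 40 Mb away, a region chosen after the results had been seen, 29 were, 14 higher and 15 lower (odds ratio 11.5, exact p = 2.35e-19). With chromosome 6 left out 85 genes were called, Per2, Cry1, Cry2, Serpina3n, Ndn, Kcnip2 and Insr among them, while Per1 (adjusted p = 0.0501) and Klf10 (adjusted p = 0.0571) no longer passed. In C9orf72, whose construct is at the same locus, the odds ratio within 20 Mb was 1.29 (exact p = 0.0458, and 1.07 at an adjusted p below 0.01), and in SOD1 and FUS no gene within 20 Mb was called by limma (upper limits of the odds ratio 25.7 and 54.3).

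**Figure D4:**
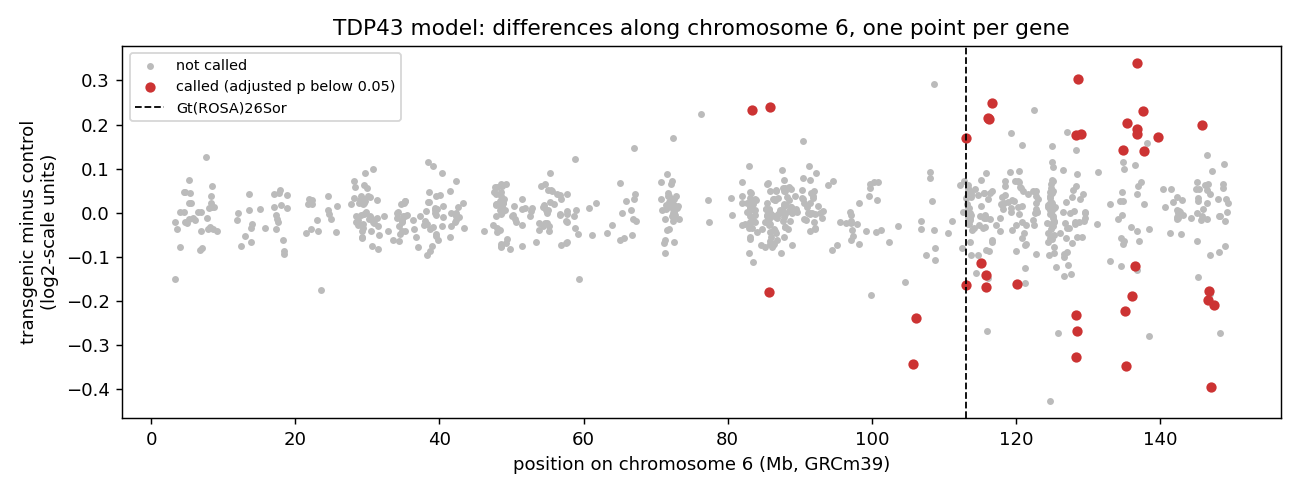
Difference between transgenic and control animals of the TDP43 model, adjusted for sex, in log2-scale units, against position on chromosome 6, with 1 point per gene, called genes in red and Gt(ROSA)26Sor as a dashed line. The 37 called genes, 18 higher and 19 lower, lie between 83.4 and 147.5 Mb.

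Further genes of the TDP43 model were near 0 in controls and present in transgenic animals. Ncoa4-ps, a transcribed pseudogene on chromosome 12, had 18 reads over 10 controls and a mean of 320 (SD 206) in 10 transgenic animals, with 2 of them inside the control range. Serpina3m, a neighbour of Serpina3n, had 2 reads over the controls and a mean of 45.4 (SD 29.0), Serpina3e-ps 2 reads and 20.7 (SD 14.3), and the pseudogene Tma7-ps 1 read and 33.9 (SD 38.3). Gm13886, on chromosome 2 (104650524 to 104651706), Gm12312 and Gm3555, 3 processed pseudogenes chosen after their values were seen, were above the control range in all 10: Gm13886 from 3.12 (SD 2.37) to 119 (SD 21.5), Gm12312 from 0 to 13.4 (SD 3.8) and Gm3555 from 4 reads to 29.6 (SD 8.63). In voom, Ncoa4-ps, Serpina3m, Serpina3e-ps and Tma7-ps did not pass, the last also not with sample weights.

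Per2 rose 1.61-fold in TDP43 females (740, SD 108, n = 5, to 1190, SD 80.6, n = 5), where Rara, a retinoic acid receptor, rose 1.43-fold and Gask1b fell to 0.622. In males Kcnip2 fell to 0.633 (3910, SD 209, n = 5, to 2475, SD 350, n = 5) and the Y-linked G530011O06Riky to 0.169 (199, SD 52.0, to 33.6, SD 32.5). Females had 14 calls and males 21, with 5 in both and of the same sign. The interaction test in limma called 0 genes, with 943 at an unadjusted p below 0.05, voom called 0, and limma called 1 with sample weights and 1 without control male 1. The adjusted p for interaction of Per2, Rara, Gask1b, Kcnip2 and G530011O06Riky was 0.901, 0.839, 0.874, 0.872 and 0.487. Across genes r was 0.266, reached by 3 of 100 relabellings. Male calls were 50 without control male 5, 51 with sample weights, 50 in a joint fit of the 4 groups and 10 after the filter on low values. Female calls were 9 after the filter and 8 by voom, 9 without control female 3 or 5, 7 without control female 1 or transgenic female 2 or 4, 6 without control female 2, and 5 without control female 4 or transgenic female 5.

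In the FUS model 6 genes were called, 3 higher and 3 lower. Besides Fus and Prnp, Spink10, a protease inhibitor gene, fell to 0.588 of control (142, SD 16.4, n = 9, to 83.2, SD 12.4, n = 10, adjusted p = 0.000248) and Usp11, a deubiquitinase gene on the X chromosome, to 0.837 (3042, SD 224, to 2545, SD 136, adjusted p = 0.0126), each below the control mean in all 10 transgenic animals. Lamr1-ps1, a processed pseudogene on chromosome 2 (131746006 to 131746879), had 1 read over the 9 controls and a mean of 48.8 (SD 13.5) in transgenic animals. It lies inside the span of Prnp (131724927 to 131780375) and overlaps none of its annotated exons, so its position there is intronic. Gm10167, a processed pseudogene on chromosome 5 (148119709 to 148121187) chosen after its values were seen, went from 2.6 (SD 5.23) to 363 (SD 102). Both pseudogenes were above the control range in all 10 transgenic animals and made up the 2 calls in females and the 2 in males. The interaction test in limma called 0 genes, with 359 at an unadjusted p below 0.05, and voom called 0. Across genes the sexes correlated with r = 0.379, reached by 2 of 100 relabellings. Female calls were 5 without control female 2, 5 in a joint fit of the 4 groups and 1 after the filter on low values, and male calls were 1 after the filter and 1 by voom.

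Striatal marker genes leaned higher as a group in FUS transgenic animals. No gene of the 28 passed over all genes and 26 were higher when adjusted over the list alone, with the dopamine receptor gene Drd1 at 0.68 (SE 0.23), Ppp1r1b, the dopamine signalling gene for DARPP-32, at 0.71 (SE 0.27) and Scn4b at 0.72 (SE 0.26), none passing over all genes. The mean of the markers differed by 0.56 (n = 9 and 10, exact permutation p = 0.03, adjusted over the 4 models 0.06), while the 51 other neuronal markers differed by -0.01 (exact permutation p = 0.62). The list passed by camera (adjusted p = 5.07e-24) and not with an estimated correlation (adjusted p = 0.703) or by fry (0.555). Heat shock chaperones were lower and astrocyte and myelin markers higher as lists by small means of -0.04, 0.07 and 0.07, with 0 members passing in each (adjusted p = 0.000265, 2.76e-05 and 0.000191, and with an estimated correlation adjusted p = 0.703, 0.825 and 0.825). Altogether 13 lists passed by camera and 0 by fry or with an estimated correlation, and without transgenic female 2 the camera count was 8. In SOD1 and TDP43 the mean of the striatal markers differed by 0.21 and -0.04 (exact permutation p = 0.36 and 0.79).

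**Figure D5:**
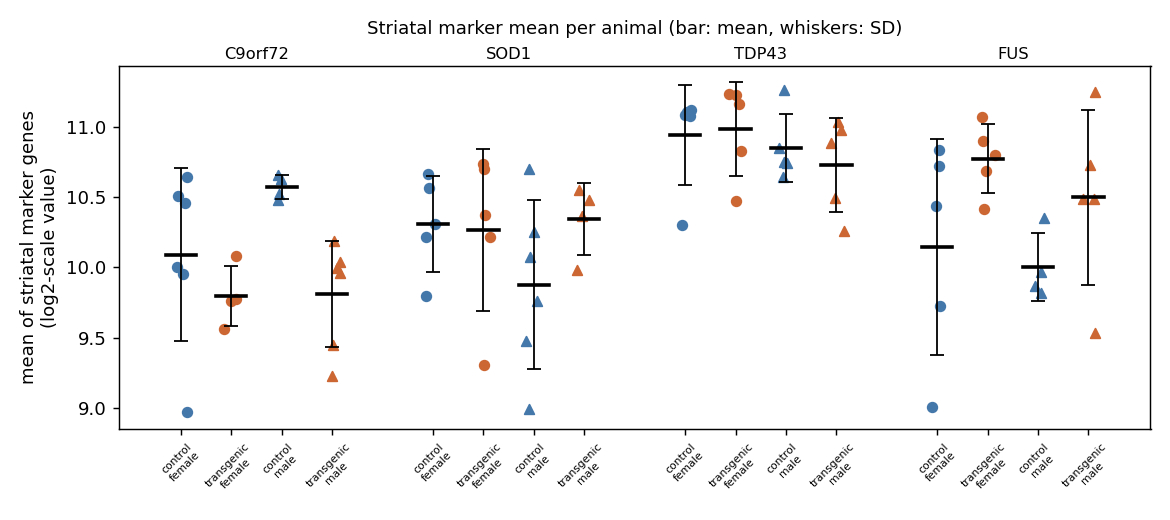
Mean of the striatal marker genes per animal, in log2-scale values, by model, genotype and sex, with group means as bars and SD as whiskers. The mean is lower in transgenic than control animals of C9orf72 and higher in those of FUS, with ranges within single groups of up to 1.83.

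Few called genes were shared between the models, which also differed in the age of the animals. Ccdc91 (chromosome 6, 147377290 to 147534272) was the gene called in the same direction in 3 models, lower in C9orf72, SOD1 and TDP43. C9orf72 and SOD1 shared 5 calls in the same direction (Sod1, which rose 1.35-fold in C9orf72, Flrt2, Pappa2, Ccdc91 and Gm40518). Flrt2, Pappa2 and Gm40518 did not pass in SOD1 with the number series as a block. C9orf72 and TDP43 shared 39, Serpina3n, Emp1 and Bhlhe41 among them, with a further 24 in opposite directions. C9orf72 and FUS shared Prnp and Spink10. Sod1 in SOD1 and Prnp in FUS are tied to the constructs, and Emp1 and Bhlhe41 lie on chromosome 6, which carries the TDP43 construct. SOD1 and FUS, and TDP43 and FUS, shared 0 genes by limma. Independent lists of these sizes share 0.000243 higher and 0.0011 lower genes in SOD1 and FUS, and 0.00393 and 0.0112 in TDP43 and FUS. A count of 0 therefore says little. No overlap of called genes exceeded chance after correction (lowest adjusted p = 0.202, Fisher's exact test). Across genes the differences of the models correlated with r from -0.0666 to 0.0679, inside the range of the relabellings in every pair. At an adjusted p below 0.01 C9orf72 shared 2 genes with SOD1 and 10 with TDP43 and SOD1 shared 0 with TDP43, and at an unadjusted p below 0.01 the shared counts were 101 (C9orf72 and SOD1), 151 (C9orf72 and TDP43), 56 (C9orf72 and FUS), 26 (SOD1 and TDP43), 2 (SOD1 and FUS) and 9 (TDP43 and FUS). In that setting SOD1 and TDP43 shared 13 lower genes where independent lists share 4.49 (Fisher's exact test, adjusted p = 0.00734), and C9orf72 and SOD1 shared 38 higher genes, fewer than the 57.3 of independent lists (adjusted p = 0.0221), with genes that are not independent of each other.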

Values the study reported

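The study described mouse cohorts of 10 wild-type and 10 transgenic animals for TDP-43, 11 and 9 for SOD1, 10 and 10 for C9orf72, and 10 and 10 for FUS. The transgenic C9orf72 group was given as 6 females and 4 males in a table and as 4 females and 6 males in the methods. Animals were killed at 26 weeks (TDP-43), 14 weeks (SOD1), 4.5 weeks (C9orf72) and 4 weeks (FUS). After filtering, the study counted 16,583 genes for SOD1, 16,801 for TDP-43, 17,465 for C9orf72 and 17,230 for FUS.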

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

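The calls of genes, the SOD1 interaction among them, and the striatal list calls by camera, at both correlations, and by fry were planned. So were the tests of transgene reads and of a strain or donor variant in the TDP43 genes near 0. The minimum alignment of 300 bases was set after a first result at 200. The other tests in this part, splits of the samples included, were chosen after the results had been seen. A scan for single animals that stand apart from their group covered 84 tests on depth, the first and second component, the striatal mean and each model's own genes, and at its level about 1 in 20 such tests is marked by chance. It marked 17.14 (in units of 1e6 reads) in C9orf72 transgenic male 4 (others of the group 21.86 to 24.43) and a component 1 score of -6.537 in C9orf72 control male 3 (others -8.42 to -8.114). In SOD1 it marked a component 1 score of -1.578 in transgenic female 1 (others -7.08 to -6.049) and a Sod1 count of 19250 in transgenic female 3 (others 16290 to 17060). In TDP43 it marked a component 2 score of -6.671 in control male 5 (others 2.712 to 4.899) and a striatal mean of 10.3 in control female 1 (others 11.08 to 11.12), and in FUS a Prnp count of 20000 in transgenic female 1 (others 20760 to 20840). The interaction test of SOD1 called Ccl28 (male minus female difference 0.524), Pdcd4 (-0.34) and Cggbp1 (-0.288).

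Genes near 0 in controls rose in SOD1 (1 gene), TDP43 (13) and FUS (2). Reads of the transgene counted on mouse copies of the model gene may account for 1 in each model: Gm8566 matches Sod1 at 97.8% over 465 bases (1 of 1 aligns, Fisher's exact p = 6.03e-05), Gm13886 matches Tardbp at 93.9% over 1202 bases (1 of 13, exact p = 0.000774) and Gm10167 matches Fus at 91.9% over 1561 bases (1 of 2, exact p = 0.000116). Copies of the model gene without reads were removed by the authors' filter on low counts. These genes, near 0 in controls, could pass that filter only through the transgenic animals. The exact p-values are therefore largely fixed in advance and lend no support. Of the 12 TDP43 genes that do not align, 10 leave some transgenic animals inside the control range, which a strain or donor variant against the reference could produce. Serpina3n, Serpina3m and Serpina3e-ps, neighbours on chromosome 12, are inside it in the same 2 animals, so the rise of Serpina3n may be of this kind too. The 10 genes include Gm47583, a small rise at low counts (4.99 to 9.985, with 7 of 10 transgenic animals inside the control range). They also include Pik3c2g, which lies on chromosome 6. The test asked for only 1 gene with transgenic animals inside the control range, so it could hardly fail. In FUS the gene that does not align, Lamr1-ps1, lies within 100 kb of Prnp (1 of 1), so construct sequence taken from the mouse genome around Prnp is a candidate source, while Gm12312 and Gm3555 in TDP43 rose in all 10 animals and stay open.

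The TDP43 calls concentrate on chromosome 6, with calls in both directions. An effect of the insertion on its neighbouring genes is argued against as the whole cause by 29 calls on genes 5 to 40 Mb from the locus. A strain variant segment around the targeted locus could account for them: the odds ratio of a call in that region was 11.5 (95% interval 7.28 to 17.8). Among the 141 genes of lowest p in each other model it was 1.16 in SOD1 (0.309 to 3.05) and 1.41 in FUS (0.448 to 3.4). In C9orf72, targeted at the same locus, it was 1.71 (0.613 to 3.85), a weak contrast since 45.8% of its genes are called. Animal numbers follow genotype completely in this model, so a segment carried by the cohort and an effect of the construct itself cannot be separated by these samples. The 85 calls left without chromosome 6, which lose Per1 and Klf10 by their adjusted p and Bhlhe41 by its place, stay open, and strain or cohort differences there were not tested.

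Striatal markers leaned lower in C9orf72 (20 of 29 called) and higher in FUS transgenic animals (0 of 28 called). Both list calls were lost with an estimated correlation (adjusted p = 0.61 and 0.703), the one in FUS also by fry (0.555), and neither mean passed after adjustment over the 4 models (adjusted p = 0.06 for each), so the shifts themselves are not settled. A different share of striatal tissue in the samples may account for both, but the test of it cannot decide. The markers varied together within groups, with a mean pairwise correlation of 0.851 in C9orf72 and 0.895 in FUS. There 100 random lists reached at most 0.0411 and 0.0794. The correlation was similar in SOD1 (0.931) and TDP43 (0.847), where the mean did not pass by genotype (exact permutation p = 0.36 and 0.79). Genes chosen as markers of 1 region can vary together without any shift between genotypes. A general gain of neuronal RNA in FUS is argued against only weakly, by a rise of the markers relative to other neuronal genes (difference 0.57, exact permutation p = 0.025, adjusted over the 4 models 0.1). In C9orf72 a general loss of neuronal RNA and a loss of striatal RNA cannot be told apart (difference -0.31, exact permutation p = 0.11), since a p of this size decides nothing. A change of striatal neurons themselves, with genotype, was not tested and stays open.

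Each count of calls was compared with 100 splits of the animals within sex, the real one included. In C9orf72 the real count was reached by 1 split sex-adjusted (7992, highest other 1), 1 in females (5347, highest other 6) and 1 in males (4238, highest other 1507), so chance can be excluded there. In SOD1 the counts were 1 sex-adjusted (11, highest other 5) and 1 in females (6, highest other 2), so no other split reached them. Both counts include Sod1 and Gm8566, which may hold reads of the transgene. The splits therefore do not exclude chance for the other single genes. Nor do they exclude a difference of cohort, since the number series nearly follows genotype in males. The counts were 8 in males (2, highest other 90) and 6 for the interaction (3, highest other 18), where chance cannot be excluded for the number of calls. The 2 male calls themselves are Sod1 and Gm8566, and the splits do not test single genes. Sod1 was 2798 to 3106 in control males and 14240 to 15340 in transgenic males. In TDP43 the counts of splits were 1 sex-adjusted (141, highest other 24), 1 in females (14, highest other 2) and 3 in males (21, highest other 123), and in FUS 1 sex-adjusted (6, highest other 2), 3 in females (2, highest other 4) and 5 in males (2, highest other 3), so chance cannot be excluded for the number of calls in FUS males. Fus, Prnp, Gm10167 and Lamr1-ps1 are among the 6 FUS calls and may be tied to the construct. There too the splits do not exclude chance for the other single genes. For the interactions with a real count of 0 in C9orf72 (highest other 3276), TDP43 (highest other 2) and FUS (highest other 296), all 100 splits reach that count by construction, so nothing is learned about chance there. In C9orf72 the high splits follow genotype itself: the male split with 1507 genes puts 8 of 10 males on the other side, and the interaction split with 3276 leaves all 10 females in their genotype. In SOD1 males, TDP43 males and the interactions of SOD1 and FUS, the highest splits keep 4 of 10, 4 of 10, 8 of 20 and 11 of 19 animals in their genotype, and calls on that scale point to a structure of the samples, whose source was not tested.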

How the results depend on the processing

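The tests by voom, with the striatal mean as a covariate, without chromosome 6, with a block in the SOD1 interaction and with a minimum of 300 bases per alignment were chosen after the results had been seen, and the cause of the changes below was not tested. Of the values under alternative settings, leaving out single libraries aside, 120 kept the call or stayed within 1.5 times, 35 moved further, 2 were weaker and 1 was stronger. Sex-adjusted counts under the settings that stayed within that factor ranged from 6585 to 8322 in C9orf72, 9 to 13 in SOD1, 94 to 189 in TDP43 and 5 to 6 in FUS. They moved further in TDP43 with sample quality weights (286) and without chromosome 6 (85). With the number series as a block, C9orf72 calls were 1407 in females and 1383 in males and SOD1 interaction calls 0. The filter on low values left 2 SOD1 female calls, 1 SOD1 male call, 9 TDP43 female calls, 10 TDP43 male calls, 1 FUS female call and 1 FUS male call. Voom called 3 genes in SOD1 females, 8 in TDP43 females and 1 in FUS males, and the joint fit of the 4 groups 22 in SOD1 males, 50 in TDP43 males and 5 in FUS females. With sample weights TDP43 males had 51 calls and the TDP43 interaction 1. Camera with an estimated correlation called 1 list in C9orf72, 0 in SOD1, 0 in TDP43 and 0 in FUS, and fry 2 in SOD1, 1 in TDP43 and 0 in FUS. With all genes, sex in FUS had an adjusted p of 0.25 on component 1 and 0.0088 on component 2. Overlaps of calls at an adjusted p below 0.01 were 2 (C9orf72 and SOD1), 10 (C9orf72 and TDP43) and 0 (SOD1 and TDP43), and at an unadjusted p below 0.01 they were 101, 151, 56 (C9orf72 and FUS), 26 (SOD1 and TDP43), 2 (SOD1 and FUS) and 9 (TDP43 and FUS). The odds ratio of a C9orf72 call near Gt(ROSA)26Sor was 1.07 at an adjusted p below 0.01. Spock2 in C9orf72 turned to 0.034 after quantile normalisation, and 73 of the 7992 genes called in C9orf72 turned sign there. With alignments of at least 200 bases, the first setting, 42 genes measured in FUS align to Fus, the others over at most 234 bases (exact p = 0.00487). This p has the same limit as those at 300 bases, since Gm10167 passed the authors' filter only through the transgenic animals. With quantile normalisation, sample weights, voom or no variance trend, named genes kept call and direction in 623 of 636 values in C9orf72, 66 of 68 in SOD1, 134 of 140 in TDP43 and 48 of 48 in FUS. Leaving out single libraries gave 2743 (without control male 2) to 4674 male calls and 0 to 1 interaction calls (1 without control male 3 or transgenic female 3) in C9orf72. In SOD1 it gave 7 (transgenic male 4) to 19 (control female 2) sex-adjusted, 3 (control female 3 or transgenic female 3) to 9 (transgenic female 1) female, 2 to 22 (control male 6) male and 0 to 20 (control male 6) interaction calls. In TDP43 it gave 88 (control male 1) to 338 (control male 5) sex-adjusted, 5 (control female 4 or transgenic female 5) to 18 (transgenic female 1) female, 17 to 50 (control male 5) male and 0 to 1 (control male 1) interaction calls and 3 to 9 (transgenic male 4) lists, and in FUS 2 to 5 (control female 2) female calls and 8 (transgenic female 2) to 16 lists. The report gives the other libraries that moved a count.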

Other observations

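All observations in this part were chosen after the values had been seen. In the C9orf72 model some stress genes rose while their lists did not move as a whole. Over all genes of this model 45.8% were called, 3975 higher and 4017 lower. Called members in both directions are therefore common in any list of this model, those below included. The small heat shock protein Hspb8 rose 2.86-fold (304, SD 34.5, n = 10, to 870, SD 128, n = 10) and its partner Bag3 1.63-fold, while Hspa4l fell to 0.745 of control and Hspa4 to 0.794, and the heat shock list had 3 higher and 11 lower of 29 (adjusted p = 0.154). In the list of the unfolded protein response, 12 rose and 14 fell of 42 (adjusted p = 0.995), with the amino acid carrier gene Slc3a2 at 1.39-fold and the stress sensor Atf6 at 0.787. Jun rose 1.72-fold while Homer1 fell to 0.569 and Egr3 to 0.59, and 4 immediate early genes rose and 9 fell of 30 (adjusted p = 0.346). Of the p53 targets and apoptosis genes 8 rose and 3 fell of 24 (adjusted p = 0.19), with Bbc3, a promoter of apoptosis, at 1.84-fold. After quantile normalisation the heat shock counts were 5 higher and 8 lower, and its median turned from -0.08 to 0.04.

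Vascular and clock genes moved in both directions in the same model, as did its genes in general. Vwf, a clotting factor of endothelium, rose 1.87-fold (263, SD 38.0, to 492, SD 161) and Ctla2a 2.08-fold, while Mfsd2a, the lipid carrier of the blood-brain barrier, fell to 0.583, and endothelial markers had 7 higher and 2 lower of 24 (adjusted p = 0.123). Pericyte and smooth muscle markers had 5 higher (Tagln, 1.64-fold) and 7 lower (Abcc9, 0.579) of 18 (adjusted p = 0.92). Among clock genes Rorc rose 3.34-fold (24.3, SD 7.7, to 81.0, SD 16.8) and Bhlhe41 1.62-fold, and 8 fell of 21, such as Cry2 at 0.835 (adjusted p = 0.196); Cry2 thus fell here and rose in TDP43. Nes, the gene whose promoter drives the recombinase of this model, rose 2.18-fold (239, SD 47.4, to 522, SD 113), and Prnp, which is raised in the FUS model, rose 1.23-fold.

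In the TDP43 model transgenic female 4, the library with Y-linked reads and a low Xist count, had a Sod1 count of 6728, where the other 19 animals lay between 2901 and 3502, and a Gm13886 count of 66.3, where the other transgenic animals had 100 to 137. Y-linked reads in a female library point to RNA of another animal in it, and the source was not tested. The library stayed in the TDP43 tests. Control male 5 of the same model stood apart on component 2, and without it 338 genes were called. In that model the SD of Tardbp was 80.1 in transgenic and 362 in control animals. In SOD1 the transgenic females had more Sod1 reads than the males (17230, SD 1170, n = 5, and 14860, SD 521, n = 4). The interaction test did not call this difference (adjusted p = 0.301). Sex and number series coincide completely in SOD1, so sex and cohort cannot be told apart there.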
